# Identification of Key Uric Acid Synthesis Pathway in a Unique Mutant Silkworm *Bombyx mori* Model of Parkinson’s Disease

**DOI:** 10.1371/journal.pone.0069130

**Published:** 2013-07-24

**Authors:** Hiroko Tabunoki, Hiromasa Ono, Hiroaki Ode, Kazuhiro Ishikawa, Natsuki Kawana, Yutaka Banno, Toru Shimada, Yuki Nakamura, Kimiko Yamamoto, Jun-ichi Satoh, Hidemasa Bono

## Abstract

Plasma uric acid (UA) levels decrease following clinical progression and stage development of Parkinson’s disease (PD). However, the molecular mechanisms underlying decreases in plasma UA levels remain unclear, and the potential to apply mutagenesis to a PD model has not previously been discovered. We identified a unique mutant of the silkworm *Bombyx mori* (*B.mori*) *op*. Initially, we investigated the causality of the phenotypic “*op”* by microarray analysis using our constructed KAIKO functional annotation pipeline. Consequently, we found a novel UA synthesis-modulating pathway, from DJ-1 to xanthine oxidase, and established methods for large-scale analysis of gene expression in *B. mori*. We found that the mRNA levels of genes in this pathway were significantly lower in *B. mori op* mutants, indicating that downstream events in the signal transduction cascade might be prevented. Additionally, levels of *B.mori* tyrosine hydroxylase (TH) and DJ-1 mRNA were significantly lower in the brain of *B. mori op* mutants. UA content was significantly lower in the *B. mori op* mutant tissues and hemolymph. The possibility that the *B. mori op* mutant might be due to loss of DJ-1 function was supported by the observed vulnerability to oxidative stress. These results suggest that UA synthesis, transport, elimination and accumulation are decreased by environmental oxidative stress in the *B. mori op* mutant. In the case of *B. mori op* mutants, the relatively low availability of UA appears to be due both to the oxidation of DJ-1 and to its expenditure to mitigate the effects of environmental oxidative stress. Our findings are expected to provide information needed to elucidate the molecular mechanism of decreased plasma UA levels in the clinical stage progression of PD.

## Introduction

Parkinson’s disease (PD) is a common neurodegenerative disorder with an etiology involving oxygen radicals and other oxidants that attack dopaminergic neuronal cells and which damage and deplete dopamine levels [1]. Genetic studies have identified 18 genes associated with PD at different loci based on family linkage analysis (PD; Online Mendelian Inheritance in Man (OMIM) 168600). PD-associated gene knockout animal models have been developed as familial PD models [2].

The majority of idiopathic PD cases, however, are the result of sporadic onset caused by environmental stress [3], and a molecular-based mechanism of oxidative stress has been developed. In animal models of sporadic PD, oxidative stress has been simulated using parkinsonian neurotoxins that are mitochondrial complex I inhibitors [4], namely 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP), 6-hydroxy-dopamine (6-OHDA), paraquat (PQ) and rotenone (ROT).

The final product of purine metabolism, uric acid (UA), plays an important role as a physiological antioxidant [5]. In recent years, several groups have reported the correlation between decreased plasma UA levels and neuron cell failure in the substantia nigra, clinical progression and stage of PD [6], [7], [8], [9], [10]. Conversely, high plasma UA concentrations in hyperuricemia may reduce the risk and delay the progression of PD [11]. Plasma UA might be expended to resist oxidative injury in PD, but the molecular mechanism underlying the decrease in plasma UA in advanced clinical stages of PD has not been analyzed using either of these models.

Here, we used a silkworm *B. mori* mutant with reduced levels of UA to examine the mechanisms involved in UA metabolism. In silkworms, UA is mainly synthesized in the fat body, from where it is transported to the integument via the hemolymph. On the other hand, UA is eliminated through the Malpighian tubules. UA accumulates as urate granules, which cause a whitening of the integument color [12]. UA is typically the ultimate metabolite in insects, but in *B. mori* UA is partly converted to urea by urate oxidase [13]. Mutant larvae unable to synthesize UA due to a deficiency in xanthine oxidase (XD/XO) [14], [15], [16] or failure of the UA transporter [17], cannot accumulate UA in the larval epidermis and take on a translucent appearance.

The *B. mori op* mutant exhibits spontaneous and pronounced translucency during the larval stage (Fig. 1) and occasional unique actions such as vibration (Video S1).

**Figure 1:**
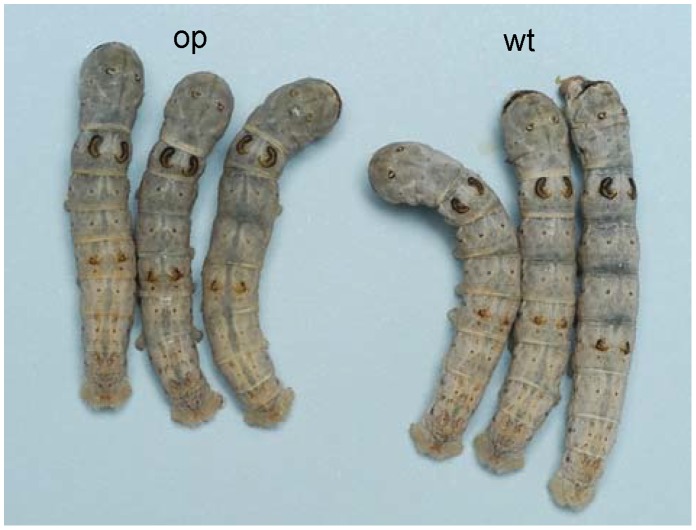
Phenotypes of *op* and wild-type larvae. Left, *op* mutants (*op*), which have a translucent integument. Right, wild-type larvae (wt), which have a white integument.

Classical linkage analysis has demonstrated that a mutation located on chromosome 23 is responsible for the extraordinarily high phenotype mortality, particularly in the pupal stage, as well as male infertility (NBRP silkworm database: http://www.shigen.nig.ac.jp/silkwormbase/). Despite the unique phenotypes of the *op* mutant with reduced levels of UA, the *op* causative gene and position has not been clarified.

In the present study, we characterized the *B. mori op* mutant and identified the novel uric acid synthesis pathway using microarray analysis.

## Results

### Screening for Target Molecules using Microarray

We investigated the number of human homologs in the *B. mori* genome. We identified 8096 human homologs among 14,623 total transcripts in the *B. mori* consensus gene set by merging all the gene sets using GLEAN (http://sgp.dna.affrc.go.jp/pubdata/genomicsequences.html). Furthermore, enrichment analysis of the human homologs (Table S1) showed that the conserved human homologs in *B. mori* that showed the most statistically significant metabolic pathways were those for spliceosome (p = 1.05E-13), pyrimidine metabolism (p = 2.16E-08) and purine metabolism (p = 3.01E-08).

Microarray analysis was performed to investigate the causality of the phenotype of *op*. 

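Total RNA from the testis of op and wild-type larvae on day 3 of the fifth instar was labeled with Cy3 and hybridized to 1-color arrays of 60-mer oligonucleotides. The data used here were 2 op arrays and 2 wild-type arrays, hybridized on 1 slide. They were numbered replicate 1 and replicate 2 in each genotype. The methods give n = 5 for each genotype, and also 2 samples of each genotype on a single slide for screening. The authors' Feature Extraction software gave each spot a processed signal, which is an intensity after background subtraction. Each array had 45220 spots, of which 1417 were controls and 43803 were probes. The share of probes well above background was 68.0% and 72.2% on op replicates 1 and 2, and 72.3% and 67.8% on wild type replicates 1 and 2. The 75th percentile of the processed signal was 503.8 and 639.2 in op and 640.4 and 574.6 in wild type. No spot was saturated, and 2 to 4 outlier spots per array were left out. Each normalized signal was the log2 of the processed signal minus the 75th percentile of its array. A probe was tested when it was well above background on both arrays of at least 1 genotype, which 30376 probes were. Genotypes were compared by limma with a two-sided moderated test and Benjamini-Hochberg adjustment over these probes. Only 2 arrays per genotype limit the precision, and an exact permutation test of 2 arrays against 2 cannot give a p below 0.333. Gene names were taken from the first 1999 of the 12981 rows of Table S3, which name 1793 of the tested probes by human homology, and the rest of that table was not used here. For a probe that was not well above background on either array of a genotype, the difference is given as a bound, with the dim arrays set to the lowest signal of any probe well above background or to the probe's own signal, whichever was higher.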

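At an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, 96 probes from 87 ESTs differed between op and wild type. Of these, 43 were higher and 53 were lower in op, and the smallest difference among them was 1.74 on the log2 scale. An unadjusted p under 0.05 was found for 5670 probes, where chance would give 1519. At that threshold the methods' t-test gave 4213 probes, and it gave 0 after adjustment. The alternative that moved the adjusted count most was leaving out 1 array. Without wild type replicate 1 or 2 it was 56 or 33, and without op replicate 1 or 2 it was 2413 or 2366. Without an op array the spread came from the wild-type arrays alone, and the lone op array was assumed to vary like them. Probe Ka25310_988 had a normalized log2 signal of 1.21 ± 0.46 (SD, n = 2) in wild type and no op array well above background. It was at least 124-fold lower in op (limma adjusted p = 0.0172), and as a bound this fall has no rank among the others. Probe Ka20398_462, which was well above background on all arrays, had -4.10 ± 0.93 in op against 3.87 ± 0.25 in wild type (limma adjusted p = 0.0389, with 0.0533 after quantile normalization and a range of 0.00200 to 0.296 over the alternatives). Probe Ka14727_296, also well above background on all arrays, had 3.20 ± 0.43 in op against -4.01 ± 0.24 in wild type, a log2 difference of 7.20 (standard error 0.27, limma adjusted p = 0.0172). Probe Ka04546_1 was well above background only in op and was at least 30.1-fold higher there (limma adjusted p = 0.0432), but without wild type replicate 1 or 2 its adjusted p was 0.0537 or 0.0576, and the alternatives ranged from 0.00348 to 0.308. With normexp background correction the fitted log2 differences of Ka25310_988 and Ka04546_1 were -4.33 and 2.42, both smaller than these bounds. That correction adds an offset of 50 to each signal, which by itself shrinks the difference of a dim probe. These smaller values are therefore no evidence against the bounds. Table S3 gave Ka25310_988, Ka20398_462, Ka14727_296 and Ka04546_1 no gene name in the rows used. Of the 10 largest fitted rises, 2 were probes of ALPL, Ka02504_911 and Ka02504_871, whose IDs lie 40 apart. They were 4.24 and 4.31 higher in op on the log2 scale (limma adjusted p = 0.0172 and 0.0383). After quantile normalization, and without wild type replicate 2, the adjusted p of Ka02504_871 was 0.0533 and 0.0526, within a range of 0.00431 to 0.277 over the alternatives.

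**Figure D1:**
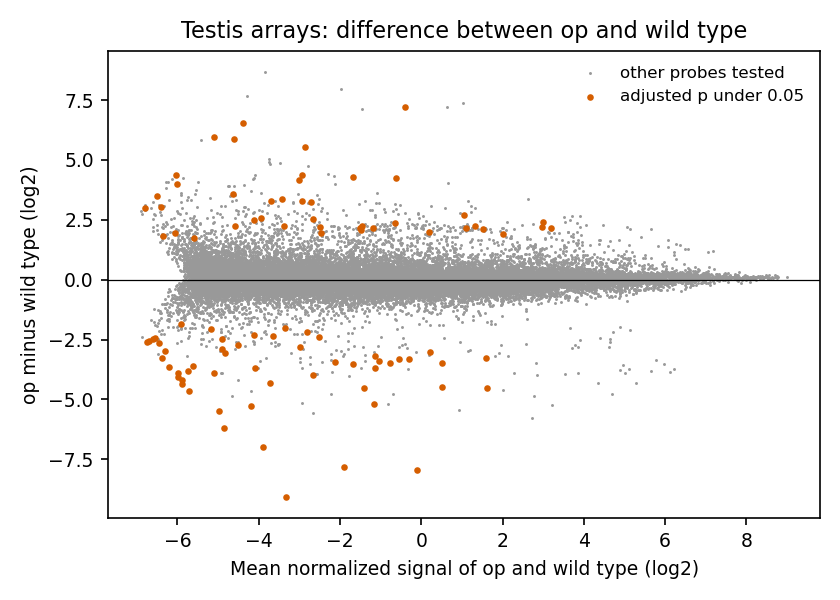
Difference between op and wild type (log2, vertical axis) against the mean normalized signal (log2, horizontal axis) for each of the 30376 probes tested, with the 96 probes at an adjusted p under 0.05 in orange. Probes too dim in one genotype are drawn at their fitted difference, not at their bound. The called probes lie at least 1.74 from 0 on the vertical axis.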

We used TIBCO Spotfire software (TIBCO, Palo Alto, CA, USA) for the identification of differentially expressed probe sets between op and wild-type larvae, for the calculation of correlation coefficients, and for bi-directional hierarchical clustering using Ward’s method (Figure S1). Next, we imported the list of Kaiko array IDs for these genes and their expression levels into KeyMolnet. KeyMolnet generated a molecular network, presenting a significant relationship for the pathway of purine metabolism (score = 177.109 with P-value = 4.841E-054) and transcriptional regulation by p53 (score = 78.113 P-value = 3.059E-024). 

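A fixed list of purine metabolism genes had 16 tested probes of 8 genes, which were AK3, AMPD2, ATIC, GART, NME1, NT5C2, PGM1 and RRM1. Only genes named in the 1999 of 12981 rows of Table S3 used could be included. Other genes of the pathway, XDH1 and XDH2 among them, are missing, so these probes do not test the pathway as a whole. In op, 9 of the probes were higher and 7 were lower, and log2 differences ran from -0.86 to 0.89. None passed an adjusted p of 0.05 in limma over all probes tested (0 of 16, and 0 with the methods' t-test). An unadjusted p under 0.05 was found for 5, and 2 passed when adjusted over the list alone. Both of those were probes of NT5C2, a cytosolic 5'-nucleotidase. Ka02372_415 was 0.32 ± 0.050 (SD, n = 2) in op and 1.19 ± 0.019 in wild type, a log2 difference of -0.86 (standard error 0.15). Its adjusted p was 0.110 from limma over all probes and 0.0413 over the list alone. Ka02372_552 differed by -0.81 (standard error 0.16, limma adjusted p = 0.126). The other probes of NT5C2, Ka01979_531 and Ka01979_571, differed by -0.60 each, less than the SD of 0.97 and 0.85 between the op arrays. Both ATIC probes were higher in op, by 0.84 and 0.89, but the op arrays differed by an SD of 0.72 for each (limma adjusted p = 0.315 and 0.299). AK3 probes were lower by -0.63 and -0.52 (limma adjusted p = 0.200 and 0.222). The alternative that moved the count most left out op replicate 2 and gave 4 probes past the threshold, while 3 passed without op replicate 1 and 1 with normexp background correction. Without op replicate 2 these were the probes of NT5C2, and without op replicate 1 they were those of ATIC and Ka02372_415. Ka02372_415 was also the one past the threshold with normexp (adjusted p = 0.0491, within a range of 0.0448 to 0.669 over the alternatives). The network scores were not recomputed here. From the network built on the expression levels, the paper states a relationship with the pathway of purine metabolism.

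**Figure D2:**
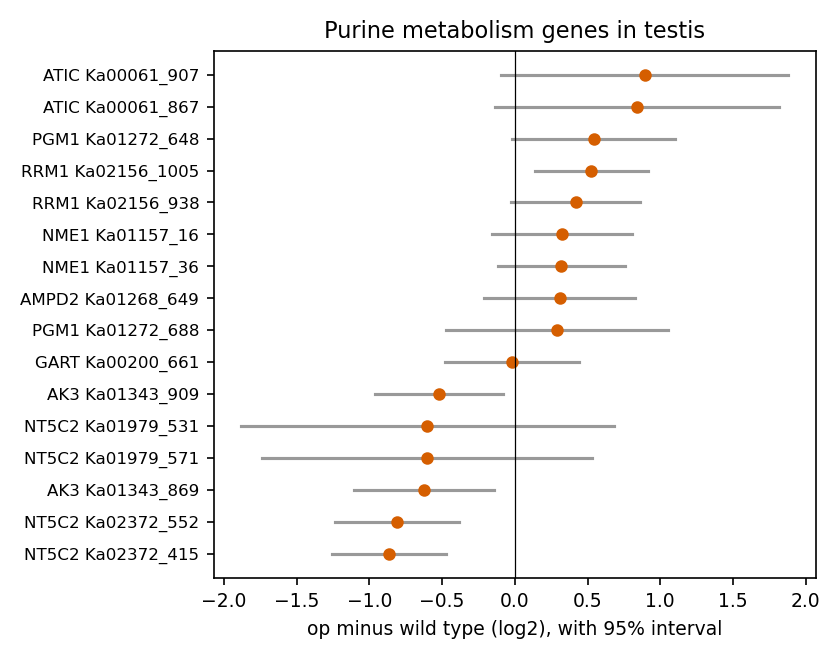
Difference between op and wild type (log2, horizontal axis) for the 16 probes of purine metabolism genes, one per row, with the fitted difference as a point and its 95% interval from limma as a line. The probes run from -0.86 for NT5C2 to 0.89 for ATIC, on both sides of 0.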

In further exploration of associations between the genes involved in purine metabolism and transcriptional regulation by p53 using KeyMolnet, we detected the unique pathway (score = 14.888 with the P-value = 3.299E-005) from DJ-1 to xanthine dehydrogenase/xanthine oxidase (XD/XO) (Fig. 2A; highlighted in gray).

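Table S3 names a pair of probes as PARK7, the human gene of DJ-1, and both belong to the EST Ka01359. On Ka01359_725 the normalized log2 signal was 5.80 ± 0.088 (SD, n = 2) in op and 5.69 ± 0.045 in wild type, a difference of 0.11 (standard error 0.15, limma adjusted p = 0.731). The 95% interval of this difference, as a ratio of op to wild type, was 0.813 to 1.43. On Ka01359_15, which was well above background on 1 of 2 op arrays and on both wild-type arrays, the signal was -5.81 ± 0.70 in op and -5.71 ± 0.54 in wild type. The difference of -0.10 (standard error 0.44, limma adjusted p = 0.916) had an interval of 0.414 to 2.09 as a ratio. Its mean signal lay at the 1.24th percentile of the tested probes, too close to background for a large fall to be detectable. Its direction reversed with normexp background correction, where it was 0.14, and it was 0.39 without op replicate 1 and 0.27 without wild type replicate 2. Actin is the reference of the qRT-PCR, and 18 probes of several ESTs carry an actin name by human homology. They were not matched to the actin gene of the qRT-PCR. None of them passed the threshold in limma (0 of 18, and 0 at an unadjusted p under 0.05). Their median log2 difference was 0.067. This median was negative after a shift to the array median, at -0.027, after quantile normalization, at -0.013, and without op replicate 2, at -0.059. Relative to the mean of the actin probes on each array, Ka01359_725 and Ka01359_15 differed by 0.022 and -0.19 on the log2 scale. PARK7 is a name by homology, so a probe of another DJ-1 homolog is not excluded, and probes of ASK1, p38, XDH1, XDH2 and the other nodes of Fig. 2A were not analysed here.

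**Figure D3:**
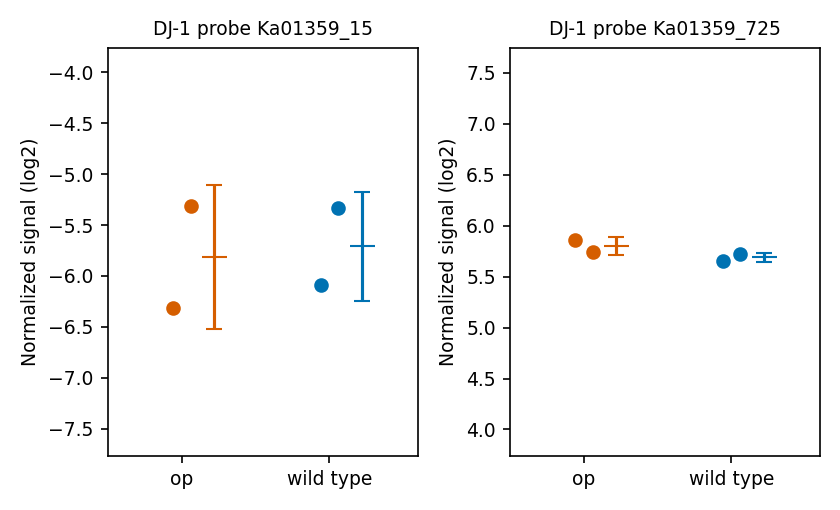
Normalized signal (log2, vertical axis) of the DJ-1 probes on each op array (orange) and wild-type array (blue), with the mean and SD of each genotype beside the points and the same span on both vertical axes. On Ka01359_725 the arrays of op averaged 5.80 and those of wild type 5.69, and on Ka01359_15 the replicates of each genotype spread more widely.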

**Figure 2:**
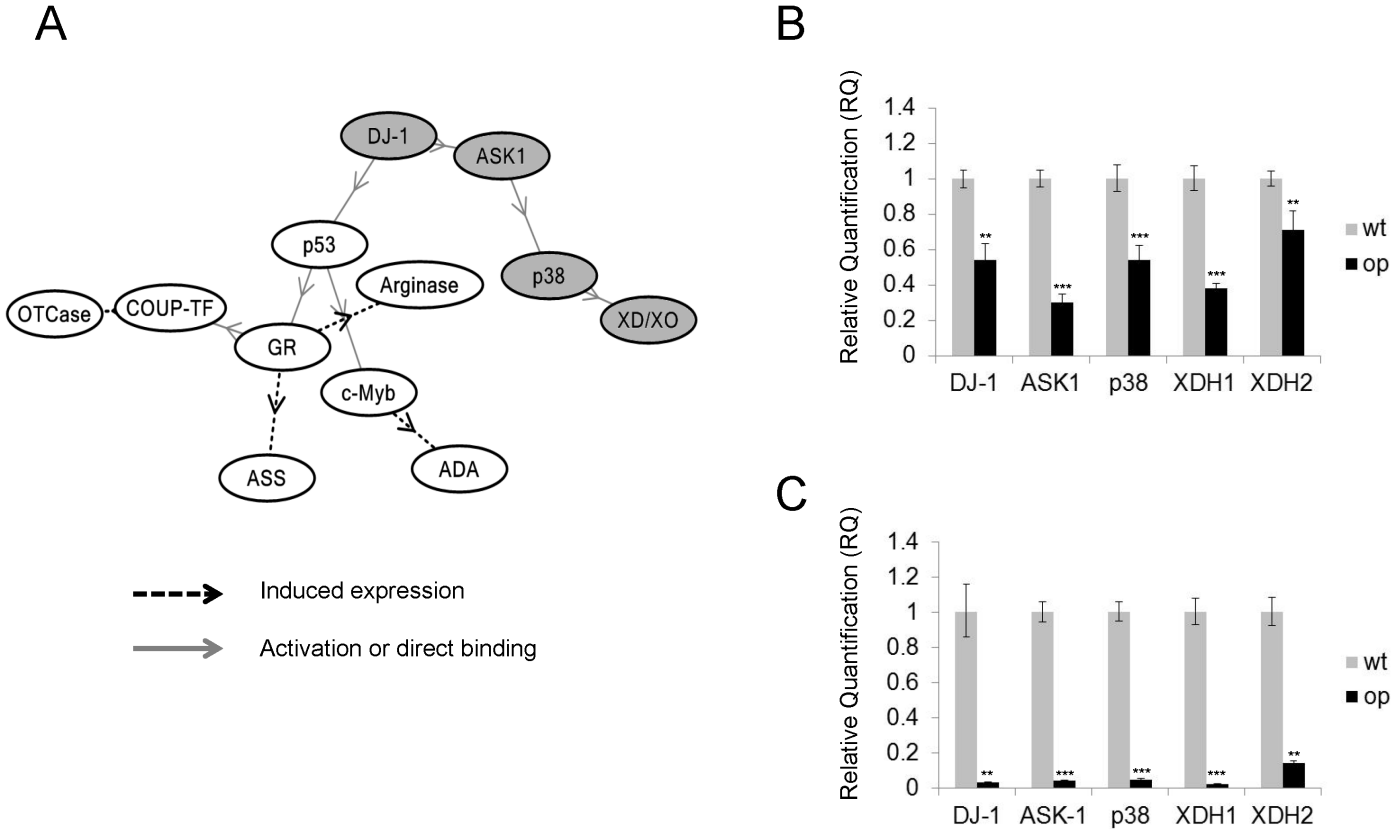
Microarray screening and quantitative RT-PCR confirmation of genes that are down-regulated in *op*. (**A**) Molecular network generated by KeyMolnet for genes showing variation in *op*. Molecular relations are indicated by solid lines with arrows (direct binding or activation) or broken lines with arrows (induced expression). The pathway from DJ-1 to XD/XO is highlighted in gray. Relative mRNA expression in (**B**) fat body and (**C**) testis in wild-type and *op* mutant as Relative Quantification (RQ) values. RQ represents the relative expression level compared to the reference sample. Error bars represent the relative minimum/maximum expression levels about the mean RQ expression level. (B) DJ-1(p = 0.0038), ASK1(p = 0.0005), p38(p = 0.0004), XDH1(p = 0.0009), XDH2(p = 0.0011), (C) DJ-1(p = 0.0008), ASK1(p<0.001), p38(p<0.001), XDH1(p = 0.0009), XDH2(p = 0.0075).

Several target molecules related to this pathway (Fig. 2A; highlighted in gray) were validated by qRT-PCR. *B. mori* has two genes encoding xanthine dehydrogenase, XDH1 (Gene ID: 692751) and XDH2 (Gene ID: 692757), whichare orthologous to human XD/XO [15]. In this pathway, DJ-1, apoptosis signal-regulating kinase 1 (ASK-1), p38 mitogen-activated protein kinase (MAPK) and XDH1 and XDH2 mRNA were significantly decreased in the fat body (Fig. 2B) and testis (Fig. 2C) of the *op* larval mutant.

### Levels of TH and DJ-1 mRNA and TH Immunohistochemistry in op Larval Brain

Tyrosine hydroxylase plays (TH) an important role in the biosynthesis of dopamine andproduction is reduced by a decrease in TH expression, leading to the onset of PD [18]. Thus, TH expression levels are used for diagnosis of PD. To investigate the expression levels of *B. mori* TH and DJ-1 mRNA in fifth instar *op* mutant and wild-type larval brain, we performed reverse transcription polymerase chain reaction (RT-PCR) and immunohistochemistry. *B. mori* TH and DJ-1 mRNA levels were found to be significantly lower in the brains of *op* larval mutants (Fig. 3A and B, Figure S2).

**Figure 3:**
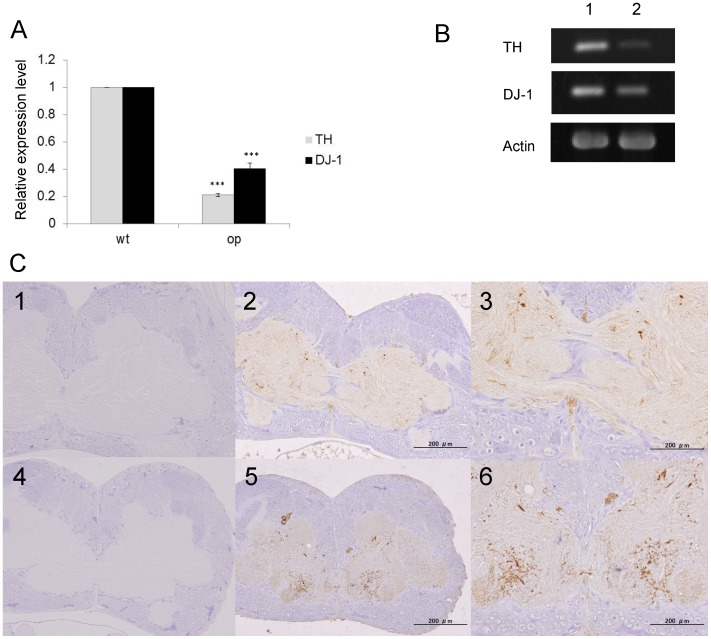
*B.* *mori* TH and DJ-1 mRNA expression in brain of wild-type and *op* mutant larvae by RT-PCR. (**A**) mRNA expression levels were measured by Image J ver. 1.37 c, and plotted to compare *op* and wild-type mRNA levels (TH; P<0.0001, DJ-1; P = 0.0017). (**B**) Lane 1, wild-type; lane 2, *op* mutant. (**C**) **Immunohistochemical localization of tyrosine hydroxylase (TH) in** ***op*** **and wild-type brain.** Tissue sections were prepared from day 5 to 7 fifth instar larvae. 1 (*op*) and 4 (wild-type) are negative controls. TH positive regions (2 and 3:*op*, 5 and 6:wild-type) are stained brown. Bar: 200 µm.

Also, the TH-positive region was decreased in the brain of *B. mori op* larvae (Fig. 3C, 1–3) compared to wild-type larvae (Fig.3C, 4–6) by immunohistochemistry.

**Figure 4:**
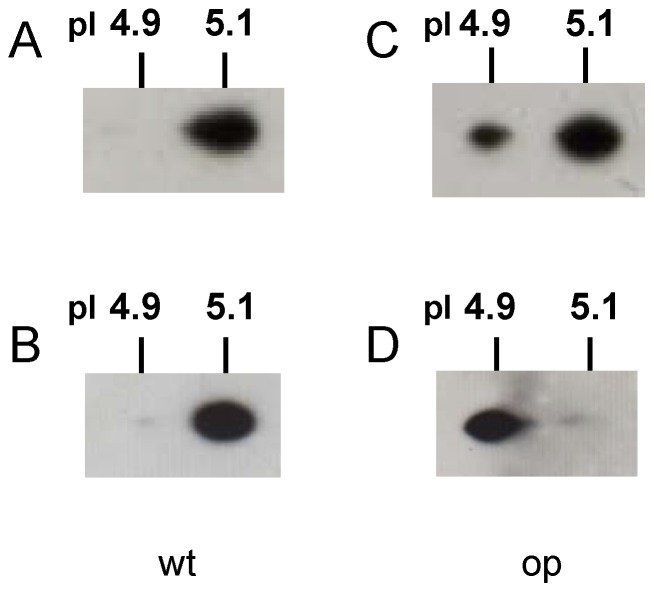
Analysis of oxidized DJ-1 protein in *op* and wild-type larvae. (**A**) and (**B**) show the wild-type, (**C**) and (**D**) show the *op* mutant. Oxidized DJ-1 was determined by 2D-PAGE and immunoblotting. Upper panel, fat body; lower panel, testis.

**Figure 5:**
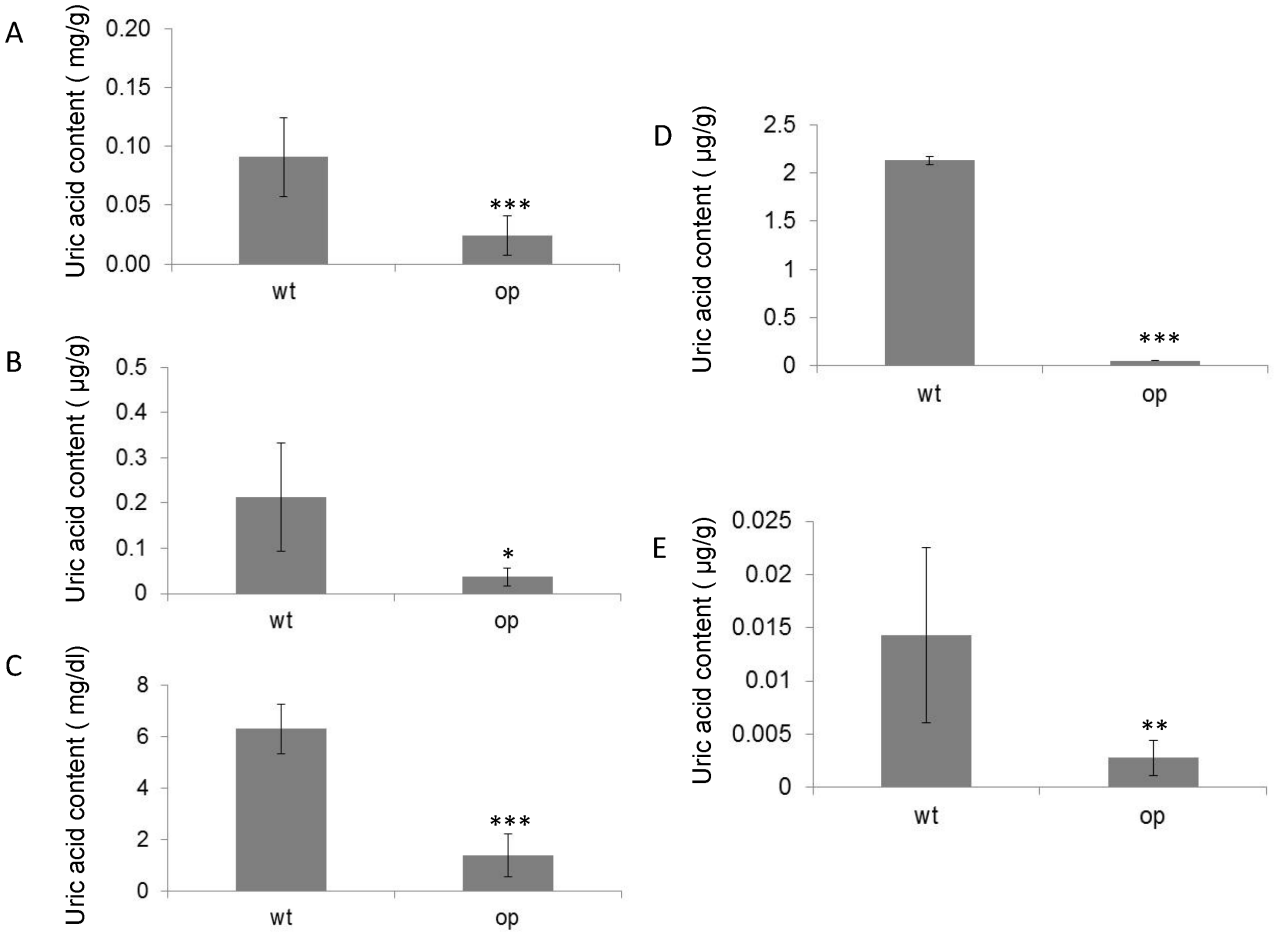
Uric acid content in wild-type and *op* larve. Samples were collected from wild-type and *op* larvae and Uric acid was extracted and measured in (**A**) integument (P<0.001), (**B**) fat body (P = 0.037), (**C**) hemolymph (P = 0.0002), (**D**) Malpighian tubule (P<0.0001) and (**E**) testis (P = 0.004).

**Figure 6:**
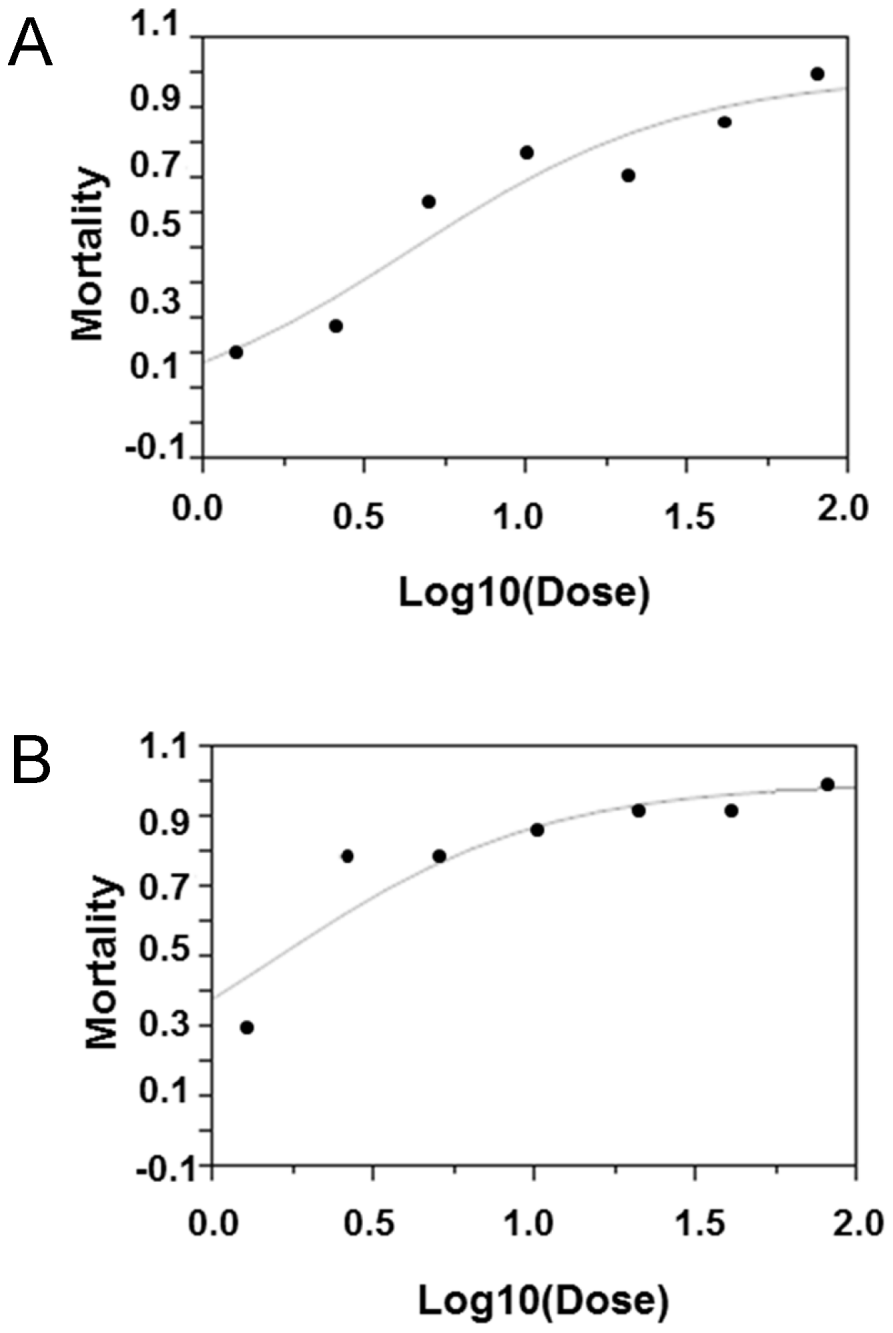
Dose mortality curve of *op* and wild-type larvae exposed to rotenone. (**A**) wild-type, (**B**) *op* mutant. The vertical axis shows the mortality and the horizontal axis shows the rotenone Log_10_ dose. Solid circles represent observational data.

### Detection of the Oxidized form of DJ-1

To determine whether the oxidized DJ-1 is present in *B. mori*, testis and fat body dissected from *op* or wild-type silkworms were examined. The fatbody (Fig. 4A) and testis (Fig. 4B) DJ-1 from wild-type larvae had a pI in the non-acidic range (pI, 5.1; non-oxidized form) by 2D-PAGE and immunoblotting. In contrast, the fat body (Fig. 4C) and testis (Fig. 4D) from *op* mutants produced a shift in pI to the acidic range (pI, 4.9; oxidized form) by 2D-PAGE and immunoblotting. Therefore, the oxidization of *B. mori* DJ-1 occurs only in the *op* mutant.

### UA Content was Decreased in op Mutants

UA content was measured in the integument, hemolymph, fat body and Malpighian tubule of wild-type and *op* larvae. UA content was significantly decreased in all samples of *op* compared to wild-type larvae (Fig. 5A–E).

### Op Mutant has Decreased Resistance to Rotenone-induced Oxidative Stress

ROT was used to examine the resistance to oxidizing stress in *op* larvae. The 50% lethal dose (LD_50_) of ROT for day 3 fifth instar larvae was determined to be 4.3 µg/g (95% CI, 1.5–52.5; Fig. 6A) for wild-type and 1.6 µg/g (95% CI, 0.8–13.0; Fig. 6B) for *op* larvae. The LD_50_ was significantly lower for *op* larvae than for wild-type larvae.

## Discussion

In this study, we characterized the *B. mori op* mutant, one of the *B. mori* translucent larval skin mutants.

To investigate the causative factorsof phenotype *op* mutant, we employed microarray analysis using our constructed KAIKO functional annotation pipeline. Microarray analysis has shown efficacy for detecting many causative factors related to phenotypic *op* despite the fact that the *op* causative gene has yet to be clarified.

Here, we found a non-canonical pathway that is involved in the UA synthesis pathway from DJ-1 to XD/XO (Fig. 2A; highlighted in gray).

ASK-1 is a member of the mitogen-activated protein kinase family that activates the MKK3/MKK6-p38 signaling pathway [19]. P38 kinase belongs to the MAP kinase family and can be activated by a wide variety of stressors, while XD/XO is phosphorylated through a signaling pathway that involves p38 kinase [20]. XD/XO oxidizes hypoxanthine to xanthine, and then xanthine to UA. Most of the genes identified by KeyMolnet analysis were oxidative stress-responsive genes. In addition, DJ-1, ASK-1, p38 and two XD/XOs mRNAs were significantly down-regulated in *op* mutants.

We focused on DJ-1 for two reasons: DJ-1 is the initiator of this pathway, and the function of DJ-1 varies with the degree of oxidative stress [21].

Next, we examined TH and DJ-1 mRNA levels in the brain of *B. mori op* larvae. Interestingly, *B. mori op* larvae showed significantly lower mRNA levels of TH and DJ-1. While, the number of TH-positive neurons did not change in the DJ-1 deficient mouse model [22], [23], DJ-1 silencing by small interference RNA (siRNA) results in decreased TH expression in the human dopaminergic CHP-212 cell line [24].

In the case of expression level of mRNA between *B. mori*, DJ-1 and TH might share certain traits with human.

Moreover, oxidized *B. mori* DJ-1 was only present in the fat body and testis of the *op* larvae, while almost all of the *B. mori* DJ-1 in the testis was present in the oxidized form.

It is known that the isoelectric point (pI) of DJ-1 shifts to acidic (the oxidized form) during exposure to oxidative stress. Findings from our previous study also showed that *B. mori* DJ-1 in BmN4 cells changes to an oxidized form that is affected by ROT treatment, indicating its susceptibility to oxidative stress [25].

Human DJ-1 is induced by oxidative modification and is rapidly oxidized at position Cys 106 [26]; DJ-1 appears to directly scavenge free radicals from mitochondria in response to many different types of oxidative stress. DJ-1 produced by the oxidation of Cys 106 plays an important role in resistance to oxidative stress. However, under high levels of oxidative stress, DJ-1 is transformed to a more acidic form and becomes less resistant to oxidation; its subsequent degradation promotes the development of PD [21].

*B.mori* DJ-1 has two cysteines at residues 46 and 106 from the N-terminal methionine [25]. However, we could not verify the oxidative modification of Cys 106 in the acidic form of *B.mori* DJ-1. Our current study might suggest that DJ-1 in the *B. mori op* larvae had not only lost its function but also depressed mRNA expression due to prolonged exposure to environmental stress. Furthermore, expression of ASK1 in *B. mori* is decreased by exposure to strong UV irradiation [27]. We also confirmed that mRNA levels of DJ-1, ASK1, p38 and two XD/XOs were decreased by exposure to strong UV irradiation in day 3 of fifth instar larvae of wild-type *B. mori* (data not shown). Hence, these environmental stressors may disrupt the signal transduction cascade.

UA content was significantly decreased in the integument, fat body, hemolymph, Malpighian tubule and testis in *B. mori op* mutants, suggesting that UA synthesis, transport, elimination and accumulation are all decreased by the loss of BmDJ-1 function and environmental oxidative stress in *B. mori op* mutants.

UA directly scavenges oxygen radicals and produces allantonin and allantonic acid, which confer resistance to oxidative damage in humans [28]. Furthermore, UA plays a protective role against photooxidative stress in *B. mori*, as evidenced by the significantly reduced survival rate in larvae under UV irradiation with exposure to allopurinol, an inhibitor of UA synthesis [29]. It has been reported that a 6-OHDA-induced decrease of GSH (Glutathione-SH) and SOD (Superoxide dismutase) was partially reversed by addition of urate [30]. This result may suggest that urate, GSH and SOD were cooperated in protection against 6-OHDA-induced cell injury in PC12 cells.

Our results show that the *op* larvae are 63% less resistant to ROT-induced oxidative stress than the wild-type larvae.

Thus, in the case of the *B. mori op* mutants, the relatively low availability of UA is due to the oxidation of *B. mori* DJ-1 with this small amount being expended to mitigate the effects of environmental oxidative stress. Consequently, the phenotype of the *B. mori* mutant *op* larvae is characterized by translucent skin due to the oxidation of *B. mori* DJ-1 caused by a vicious cycle that has the potential to exacerbate the damage resulting from oxidative stress.

Low DJ-1 levels and the oxidized form of DJ-1 in spermatozoa are known to cause male infertility in humans [31]. In our data, the expression levels of *B. mori* DJ-1 protein were decreased (data not shown) and DJ-1 changed to the oxidized form in the testis of fifth instar *op* mutant larvae. Taken together, these observations are consistent with the phenotypic characteristics of *B. mori op* mutants observed in the present study.

Due to the lack of adequate animal models, the function of these molecules in PD pathogenesis is poorly understood. In addition, lower plasma UA levels in DJ-1 mutant PD patients or in other animal models have not been reported to date. We speculate that the *B. mori* DJ-1 gene is located in scaffold 2995719-2998746 of chromosome 23, suggesting that the *B. mori* DJ-1 protein might control oxidative stress in the cell due to nitric oxide (NO) and serve as a development modulation factor in metamorphosis [25]. 

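In the RefSeq annotation of the assembly ASM3026992v2, the gene with ID 100422789 is named BmDJ-1beta and has 9 transcripts. Its neighboring protein-coding genes there are LOC101736017 and LOC101737789. This assembly is not the one the paper used, so no position is given.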

Human DJ-1 is a causative gene of PARK7-linked familial PD [32] and plays a role in resisting oxidative stress as well as being related to male infertility in human studies [33], [34], [35]. Hence, the gene responsible for *op* might be *B. mori* DJ-1, which would be consistent with several phenotypic characteristics of *B. mori op* mutants.

In future studies, we aim to investigate whether BmDJ-1 alone regulates the phenotype of the *B. mori op* mutant and also to further elucidate the advanced molecular mechanisms in our identified pathway using an RNAi approach *in vitro* and *in vivo* and investigate relationships with other anti-oxidant enzymes such as GSH and SOD.

In summary, characterization of the *B. mori op* mutant with its unique phenotype shows that it has reduced levels of UA. Using microarray analysis of the *B. mori op* mutant, we identified a key pathway in UA synthesis. This is the first report indicating the possible involvement of DJ-1 in the initiation of UA synthesis at the molecular level. UA appears to be present in lower quantities due to the presence of dysfunctional DJ-1, in addition to being expended to limit oxidative stress. Our findings may facilitate a better understanding of the molecular mechanisms behind decreased plasma UA levels and clinical stage progression of PD.

## Methods

### Ethics Statement

The study protocol for the experimental use of animals to minimize animal suffering was approved by the Ethics Committee of Meiji Pharmaceutical University, Japan (Approval ID 2302).

### Insects

*B. mori* strain o751 (*op* and wild-type), maintained at the Institute of Genetic Resources, Faculty of Agriculture, Kyushu University (NBRP silkworm database: http://www.shigen.nig.ac.jp/silkwormbase/) was used in all experiments. Silkworms were reared on fresh mulberry leaves and kept at 25°C on a 12-hour light/12-hour dark cycle.

### Microarray Analysis

Total RNA was isolated from testis of day 3 fifth instar wild-type and *op* larvae using RNeasy Mini Kits (Qiagen, Valencia, CA, USA) and quantified on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). Microarrays of Cy3-labeled cRNA were prepared for *op* and wild type (n = 5 each). Briefly, 300 ng total RNA was processed using an Agilent Quick Amp Labeling Kit (Agilent Technologies) according to the manufacturer’s instructions followed by purification by an RNeasy Mini Kit (Qiagen) with quantification on an Agilent 2100 Bioanalyzer (Agilent Technologies) and a NanoDrop 1000 spectrophotometer (Thermo Scientific, Waltham, MA, USA). Hybridization was performed using a Gene Expression Hybridization Kit (Agilent Technologies) for which 1.65 µg of Cy3-labelled cRNA was mixed, fragmented, and hybridized to a silkworm 4×44 K custom oligo-microarray slide containing 43,864 spots of 60-mer oligonucleotides constructed from 17,615 EST silkworm sequences (Agilent Technologies) and incubated at 65°C for 17 h with shaking at 10 rpm. For screening, two wild-type and two *op* samples were applied to a single array slide. 

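The replicates of op differed more than those of wild type. Over the tested probes, the SD of the log2 difference between replicates was 0.69 in op and 0.36 in wild type. More than 2-fold differences between replicates were found for 2234 probes in op and 560 in wild type. Same-numbered replicates of the genotypes did not deviate together, with a correlation of -0.030 across probes, which are not independent replicates.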

The array was washed in Agilent Gene Expression Wash Buffer 1 (Agilent Technologies) for 1 min at room temperature and Agilent Gene Expression Wash Buffer 2 (Agilent Technologies) for 1 min at 37°C. Intensities of the hybridized probes were detected with an Agilent G2565BA Microarray Scanner (Agilent Technologies) with 5-µm scan resolution, and the signals were extracted with G2565AA Feature Extraction Software v. 9.5 (Agilent Technologies). The raw data collected in text files were normalized ‘per spot’ and ‘per chip’ using the GENESPRING GX v. 10.3 program (Agilent Technologies). 

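In the deposited normalized values, the shift of each array equaled its 75th percentile of the log2 processed signal within 3.54e-04. These values also had a centre subtracted per probe, and a single centre per probe fitted the 4 arrays within 2.78e-04. That centre matched the median of the 4 arrays within 0.001 for 2571 probes (5.87%). It lay outside the range of the 4 arrays for 5362 probes (12.2%). A centre per probe does not enter a difference between op and wild type.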

The microarray data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) database and are accessible through GEO accession numbers GSM926580, GSM926581, GSM926582 and GSM926583 (series GSE37735).

### KAIKO Functional Annotation Pipeline for Molecular Network Analysis

In order to functionally annotate silkworm genes, silkworm genes homologous to human genes were identified by conducting a systematic BLAST search (tblastx) with a cut-off E-value of significant homology at 1e-10 (query: silkworm cDNA sequence; database: whole human cDNA sequence set from Ensembl database). However, because *B. mori* does not have a formal gene ID due to the lack of functional annotation for *B. mori* genes, we used the Kaiko array ID number for the assignment table. KeyMolnet could not recognize the Ensembl transcription ID, so we converted the human Ensembl transcription ID to Uniprot ID. The Kaiko array ID both with Ensemble transcription ID and Uniprot ID annotations (12,981 in Kaiko array ID, 28.7% of total) were used for further analyses (Table S3). 

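The 12981 IDs are 28.7% of all spots on an array with the controls counted, and 29.6% of the probes. In the rows used, 839 gene symbols were named, and 1894 of the probes in these rows were tested.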

Using the generated assignment table, conserved pathways common to silkworms and humans were reconstructed by projecting silkworm genes onto the human pathway.

### Molecular Network Analysis

Molecular network analysis was performed using KeyMolnet software (version 5.6 I, IMMD Inc., Tokyo, Japan) in which known molecular data have been curated by expert biologists [36]. By importing the list of molecule IDs and gene expression values from microarray data, KeyMolnet automatically generates the corresponding molecules as nodes on a network. We converted the molecular IDs from the silkworm array to human UniProtKB IDs, utilizing the assignment table described above and then input the list of genes obtained from the microarray data into this software to yield the significant molecular networks with corresponding E-values.

### Quantitative RT-PCR

To quantify RNA expression levels, total RNA was extracted from pooled testis and fat body tissue dissected from day 3 fifth instar larvae (n = 5 each) using an RNeasy Mini Kit (Qiagen) separately from the extractions for the array experiments. One-step RT-PCR was performed in 20-µl reaction volumes using 1 µg of RNA template and custom-made primers and probes (Table 1) with a TaqMan RNA-to-CT 1-Step Kit according to the manufacturer’s instructions (Applied Biosystems, Foster City, CA, USA). Quantitative RT-PCR (qRT-PCR) was performed on a 7500 Fast Real-Time PCR system (Applied Biosystems) following the Delta-Delta Ct method. Actin was utilized as an endogenous reference against which RNA expression levels were standardized, and all data were calibrated against universal reference data. All assays were performed in triplicate.

**Table 1:** Primers and probes used for quantitative RT-PCR.

Gene	Probe	Forward primer	Reverse primer
ASK1	ACGACAAATCCGGCGGCCAC	5′-TTGACGGACGTCGGAACA-3′	5′-GCAGAGTCTTCCCCTTTGAATTT-3′
p38	CACCTGTAGGTTCCGGCGCTTACG	5′-AGTCCCGGAGCGATATCAGA-3′	5′-TGGGCATCTATTGCAGAACAAA-3′
XDH1	AAGAATCCGGACGGGAA	5′-AATGAAGCGCCTAAAACCGTATA-3′	5′-TAGGCAGCTGATACCCAATTTTC-3′
XDH2	AAGCAATAATGGCCGCTCGCTCG	5′-GCTTCAGTATTCTTCGCCATCA-3′	5′-CACGGGCACCCCACTGT-3′
Actin	AAGGTTACGCTCTGCCCCACGCC	5′-CTCCCACACCGTACCCATCT-3′	5′-AAGTCGCGACCAGCCAAGT-3′
DJ-1	TTGCTGCCATTTGTGCTGCTCCC	5′-CCACGAGGATAATGGGAAAATC-3′	5′-CCGTGGGCTGCAAACG-3′

Probes and primer sets were custom designed with 5′ labeled 6 FAM™ and 3′ labeled TAMRA.

### Determination of UA Content

Methods for determining UA content were performed using a modification of the method of Tamura et al. [14] The integument (n = 25 each), Malpighian tubules (n = 25 each), testis (wild-type, n = 90; *op*, n = 107) and fat body (n = 25 each) dissected from day 3 fifth instar larvae were pooled to extract UA, and intact hemolymph (n = 12 each) was collected from day 3 fifth instar larvae and stored at -80°C until use. Individual integument (2 mg) was homogenized in 1 ml distilled water (1∶500 volume of water). Pooled tissues were divided into four samples (70 mg each) for fat body, four samples (80 mg each) for Malpighian tubules, and seven samples (70–90 mg each) for testis and samples were homogenized in 0.21 to 0.27 ml distilled water (1∶3 v:v of water). Samples were individually boiled for 10 min and allowed to cool to room temperature. The homogenate was then centrifuged at 10,000×g for 15 min and the collected supernatants were used to measure UA content with a UA Test Kit (Wako, Tokyo, Japan) according to the manufacturer’s instructions.

### Determination of Rotenone LD_50_ in Op Larvae

To determine the LD _50_ of day 3 fifth instar larvae (n = 10 each group) by rotenone (ROT; Sigma) stimulation in wild-type and *op* mutant larvae, we injected 20 µl prepared ROT/g body weight intrahemocoelically to larvae weighing 2.5 to 3.0 g using a disposable syringe (Terumo, Tokyo, Japan) with a 30 G needle. ROT was dissolved in DMSO (prepared immediately before use and stored in the dark) at 0, 1.25, 2.5, 5.0, 10, 20, 40, and 80 µg/g. The number of dead silkworms after 24 h was counted and the mortality rate (%) = (X/Y) × 100 was calculated, where X = dead larvae in the group and Y = total larvae in the group. The mortality rates were analyzed using the JMP 9.0 software (SAS Institute Japan Ltd., Tokyo, Japan) to calculate the LD_50_.

### Two-dimensional (2D) Gel Electrophoresis, and Detection of Oxidized DJ-1

Fat body and testis were dissected from day 3 fifth instar wild-type and *op* larvae for detection of oxidized DJ-1. To prepare total protein extracts for two-dimensional (2D) gel electrophoretic analysis, the tissues were sonicated in rehydration buffer comprising 8 M urea, 2% CHAPS, 0.5% carrier ampholytes at pH 4 to 7, 20 mM dithiothreitol, 0.002% bromophenol blue, and a cocktail of protease inhibitors. Urea-soluble 400 µg proteins were separated by isoelectric focusing (IEF) using the ZOOM IPGRunner system loaded with an immobilized pH 4 to 7 gradient strip (Invitrogen). After the first dimension of IEF, the protein was separated in the second dimension on a 4 to 12% NuPAGE polyacrylamide gel (Invitrogen). For detection of BmDJ-1, the gel was transferred to a polyvinylidene difluoride (PVDF) membrane for immunoblotting using rabbit anti-BmDJ-1 antibody and goat anti-rabbit IgG-conjugated horseradish peroxidase (HRP). The membranes were developed using a chemiluminescent substrate (Pierce, Rockford, IL, USA). Developing time was different between wt and *op* mutant.

### Protein Assay

Protein concentrations were determined using a Bradford assay kit (Pierce, Rockford, IL, USA), according to the manufacturer’s instructions.

### RT-PCR

Total RNA from 500 brains of day 3–5 fifth instar larvae were treated with DNase and processed for cDNA synthesis using primers of 12 to 18 oligo(dT) and SuperScript II reverse transcriptase (Invitrogen, Carlsbad, CA, USA). cDNA was amplified by PCR using Taq DNA polymerase (Qiagen) with the primers for tyrosine hydroxylase (TH; 5′-ACACAACAGTGGTTCAGTCG-3′ and 5′-AGGAGTCTCGCAATGTACAC-3′), actin (5′-TATCGCCGACAGGATGCAGAAGGA-3′ and 5′-TAGAAGCACTTGCGGTGAACGATG-3′) and DJ-1 (5′-CATTTGTGCTGCTTCCATAGCGTT-3′ and 5′-CATTCCCTTTTCGACTTGATCGGC-3′), as described previously [25]. RT-PCR for *B. mori* actin was used as a positive loading control. Amplification was carried out with 28 cycles of denaturation for 40 s at 94°C, annealing for 40 s at 55°C, and extension for 90 s at 72°C. Amplified PCR products were separated by agarose gel electrophoresis, stained with ethidium bromide, and visualized under UV light. The oligonucleotides employed in this study were designed based on the *B. mori* TH nucleotide sequence (Gene ID:100270767), *B.mori* DJ-1 sequence (Gene ID: 100422789)and actin nucleotide sequence (Gene ID: 100145913). Each experiment was performed in triplicate.

### Immunohistochemistry

Serial sections (6-mm thick) were prepared from tissues fixed with 4% paraformaldehyde and embedded in paraffin. After deparaffination, tissue sections were incubated with 3% hydrogen peroxide-methanol for 40 min to block endogenous peroxidase activity. The tissue sections were incubated in a moist chamber at 4°C for 24 hours with anti-tyrosine hydroxylase polyclonal antibody (AB152, Millipore, Billerica, MA, USA) at 1∶1000, followed by incubation with Histofine simple stain MAX-PO (R) for human tissue (Nichirei Biosciences Inc, Tokyo, Japan). The stained slides were developed with ImmPACT^TM^DAB reagent (Vector Laboratories, Inc, Burlingame, CA USA), Mayer’s Hematoxylin solution for nuclear staining (Wako Tokyo, Japan), and examined under the Olympus DP71 universal microscope (Olympus Inc, Tokyo, Japan). Normal rabbit IgG was applied for the negative control.

### Statistics

Mortality was analyzed using probit analysis to calculate LD_50_ levels. Two-tailed Student’s *t*-test was performed in other experiments. All statistical analyses were carried out using the JMP 9.0 software package (SAS Institute Japan Ltd., Tokyo, Japan). For all tests, P<0.05 was considered statistically significant. Data are presented as mean ± SD. Statistical significance was set at *P<0.05, **P<0.01, and ***P<0.001 for comparisons between wild-type and *op* mutants.

## Supporting Information

Figure S1 **Expression profile of each sample of wild-type and** ***op*** **was compared using hierarchical clustering by Ward’s method.** 12,981 probe sets were re-annotated via our annotation pipeline and were used in the analyses.

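With Ward's method on the Euclidean distance over 30371 tested probes with no outlier spot, the wild-type arrays joined first at a height of 63.5. The op arrays joined next at 120.8, and the pairs joined each other at 161.2. Pearson's r was 0.993 between the wild-type arrays, 0.976 between the op arrays and 0.968 to 0.973 between the genotypes. These correlations are across probes, which are not independent replicates, so no p is given. The mean r within genotypes minus that between genotypes was 0.0137, and the alternative that moved it most was the set of values centered per probe, which gave 0.585. It was 0.0049 without wild type replicate 2 and 0.0248 without op replicate 1. The joins came in the same order on the 1999 probes of Table S3 used.

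**Figure D4:**
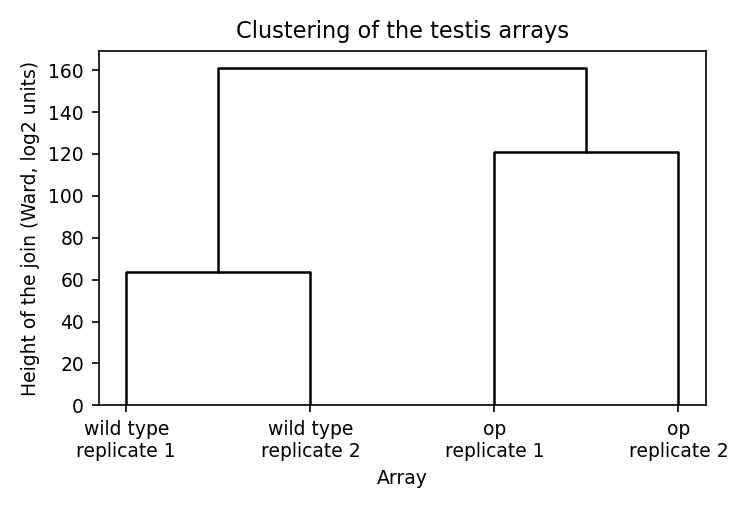
Dendrogram of the 4 testis arrays by Ward's method, with the height of each join on the vertical axis in units of Euclidean distance over log2 values. The wild-type arrays join at 63.5, the op arrays at 120.8 and the genotypes at 161.2.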

(TIFF) Click here for additional data file.

Figure S2 ***B. mori*** **TH and DJ-1 mRNA expression in the brain of wild-type and** ***op*** **mutant larvae by qRT-PCR.** Relative mRNA expression in the brain of wild-type and *op* mutants are given as Relative Quantification (RQ) values. RQ represents the relative expression level compared to the reference sample. Error bars represent the relative minimum/maximum expression levels about the mean RQ expression level.
(TIFF) Click here for additional data file.

Table S1 **Gene Set Enrichment Analysis of human homologs in** ***B. mori*** **.** Count is the number of genes associated with the term. The p-values associated for each annotated term inside each cluster have exactly the same meaning/value as the p-values (Fisher Exact/EASE Score) shown in the regular chart report for the same terms [37].
(DOC) Click here for additional data file.

Table S2 **Primers and probes used for quantitative RT-PCR.** Probes and primer sets were custom designed with 5′ labeled 6 FAM™ and 3′ labeled TAMRA.
(DOC) Click here for additional data file.

Table S3 **Complete lists of the re-annotation of Kaiko array probe sets.** Expression values were shown as the log_2_ ratio between wild type and *op* samples (average). Gene descriptions are also shown. The annotated Ensembl transcript ID, the UniProt/SwissProt accession number and gene description for each gene was extracted from Ensembl (release 69) annotations.
(XLS) Click here for additional data file.

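The values printed per array in Table S3 equaled the log2 of the processed signal with no scaling between arrays, within 0.0071 over 7996 values. Its ratio equaled the mean of op minus the mean of wild type of these printed values within 8.5e-05 in the 1999 rows used. The ratio lay below the log2 difference after the 75th percentile shift by a median of -0.096, with a mean difference of -0.096 between the 75th percentiles of op and wild type. For this reason 1146 rows had a negative ratio in the table and 928 a negative difference after the shift, and the sign changed in 218 rows. For DJ-1, the paper's ratio is 0.015 on Ka01359_725 and -0.20 on Ka01359_15.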

Text S1 **Supplementary methods.**
(DOC) Click here for additional data file.

Video S1 **Movie for occasional unique actions such as vibration of** ***B.mori*** **op mutant.**
(MOV) Click here for additional data file.

# Supplementary material for: Identification of Key Uric Acid Synthesis Pathway in a Unique Mutant Silkworm Bombyx mori Model of Parkinson’s Disease
**Source:** PLoS One. 2013 Jul 24;8(7):e69130. doi: 10.1371/journal.pone.0069130
**Supplement:** Table S1 — Gene Set Enrichment Analysis of human homologs in B. mori . Count is the number of genes associated with the term. The p-values associated for each annotated term inside each cluster have exactly the same meaning/value as the p-values (Fisher Exact/EASE Score) shown in the regular chart report for the same terms [37].

**Table S1**.

| Pathway | Count | P-Value | KEGG ID |
| --- | --- | --- | --- |
| Spliceosome | 82 | 1.05E-13 | hsa03040 |
| Pyrimidine metabolism | 58 | 2.16E-08 | hsa00240 |
| Purine metabolism | 83 | 3.01E-08 | hsa00230 |
| Aminoacyl-tRNA biosynthesis | 31 | 9.13E-08 | hsa00970 |
| DNA replication | 28 | 1.76E-07 | hsa03030 |
| Ribosome | 49 | 8.06E-06 | hsa03010 |
| Proteasome | 31 | 8.72E-06 | hsa03050 |
| Citrate cycle (TCA cycle) | 22 | 5.51E-05 | hsa00020 |
| Ubiquitin mediated proteolysis | 67 | 6.99E-05 | hsa04120 |
| Glycerolipid metabolism | 28 | 1.19E-04 | hsa00561 |
| Cell cycle | 61 | 1.68E-04 | hsa04110 |
| Huntington's disease | 82 | 2.12E-04 | hsa05016 |
| Drug metabolism | 26 | 4.20E-04 | hsa00983 |
| RNA degradation | 32 | 4.55E-04 | hsa03018 |
| N-Glycan biosynthesis | 27 | 5.92E-04 | hsa00510 |
| Pentose and glucuronate interconversions | 14 | 6.07E-04 | hsa00040 |

# Supplementary material for: Identification of Key Uric Acid Synthesis Pathway in a Unique Mutant Silkworm Bombyx mori Model of Parkinson’s Disease
**Source:** PLoS One. 2013 Jul 24;8(7):e69130. doi: 10.1371/journal.pone.0069130
**Supplement:** Table S2 — Primers and probes used for quantitative RT-PCR. Probes and primer sets were custom designed with 5′ labeled 6 FAM™ and 3′ labeled TAMRA.

**Table S2**.

| Gene | Probe | Forward primer | Reverse primer |
| --- | --- | --- | --- |
| Actin | AAGGTTACGCTCTGCCCCACGCC | 5'-CTCCCACACCGTACCCATCT-3' | 5'-AAGTCGCGACCAGCCAAGT-3' |
| DJ-1 | TTGCTGCCATTTGTGCTGCTCCC | 5'-CCACGAGGATAATGGGAAAATC-3' | 5'-CCGTGGGCTGCAAACG-3' |
| TH | TTCGAAGTGCGCTTCAACCCTCACA | 5'-CGCTGGGTGTCAACCATGT -3' | 5'-CAACGGAGTCGAGCACCTCTA -3' |

# Supplementary material for: Identification of Key Uric Acid Synthesis Pathway in a Unique Mutant Silkworm Bombyx mori Model of Parkinson’s Disease
**Source:** PLoS One. 2013 Jul 24;8(7):e69130. doi: 10.1371/journal.pone.0069130
**Supplement:** Text S1 — Supplementary methods.

**Supplementary methods**

*Analyzing and visualizing microarray data -* TIBCO Spotfire software (TIBCO, Palo Alto, CA, USA) was used for the identification of differentially expressed probe sets between *op* and wild-type larvae, calculation of correlation coefficients and bi-directional hierarchical clustering by Ward’s method.

*Gene set enrichment analysis for human homologs in B. mori*-BLAST search (program tblastx) was carried out with an E-value threshold of 1e-10, the ‘Consensus gene set by merging all the gene sets using GLEAN’ from http://sgp.dna.affrc.go.jp/pubdata/genomicsequences.html as the query and the whole transcript sequence of human from Ensembl version 68, ftp://ftp.ensembl.org/pub/release-68/fasta/homo_sapiens/cdna/ as the database. By assigning each top hit to a *B. mori* transcript, human homologs were annotated to 8,096 out of a total of 14,623 transcripts.

Utilizing The Database for Annotation, Visualization and Integrated Discovery (DAVID: http://david.abcc.ncifcrf.gov/) v6.7, we performed gene set enrichment analysis (GSEA) to search the functional feature of the transcripts for which homologs could be identified in the human database [37]. GSEA for *B. mori* transcripts was made possible by extracting the human transcript IDs annotated above. Detailed results are shown in Table S1; these indicate that the statistically significant of themetabolic pathway was purine metabolism (p=3.01E-08).

*Quantitative RT-PCR*- To quantify RNA expression levels, total RNA was extracted from pooled brain dissected from day 3-5 fifth instar larvae (n=500 each) using an RNeasy Mini Kit (Qiagen) . Total RNA from 500 brains of day 3-5 fifth instar larvae were treated with DNase and processed for cDNA synthesis using primers of 12 to 18 oligo(dT) and SuperScript II reverse transcriptase (Invitrogen, Carlsbad, CA, USA). RT-PCR was performed in 20 μl reaction volumes using 500 ng of cDNA template and custom-made tyrosine hydroxylase, DJ-1 and actin primers and probes (Table S2) with a TaqMan Gene Expression Master Mix (Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s instructions.

Quantitative RT-PCR (qRT-PCR) was performed on a 7500 Fast Real-Time PCR system (Applied Biosystems) following the Delta-Delta Ct method. Actin was utilized as an endogenous reference against which RNA expression levels were standardized, and all data were calibrated against universal reference data. All assays were performed in triplicate.

How the deposited data were processed for this re-analysis (not part of the article)

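The data were 1-color Agilent arrays of testis RNA from op and wild-type larvae on day 3 of the fifth instar, with 2 arrays per genotype on 1 slide. The methods give n = 5 per genotype, and also 2 samples of each genotype on a single slide for screening. Here 4 arrays were used. The authors labeled the RNA with Cy3, scanned the slide and read the spots with Feature Extraction 9.5, and the deposited scanner values are intensity values after background subtraction, with flags for background, saturation and outliers. The authors also normalized the values per spot and per chip with GeneSpring GX 10.3, and the deposited normalized values are on the log2 scale, shifted by the 75th percentile of each array and centered per probe. The percentile and the centre were found from the values and are not named in the paper's text.

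From the deposited intensity values, the log2 of the processed signal minus the 75th percentile of the array was computed here. Control spots were left out, as were spots with an outlier flag on their array, and saturated spots were kept, of which there were 0. A probe was tested when it was well above background on every array of at least 1 genotype and had a spot without a flag in both, which left 30376 of 43803 probes. The lowest signal among probes well above background ran from 8.12 to 10.8 over the arrays, which sets the bounds given as at least a fold. Genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the tested probes and a threshold of 0.05. The model had 2.54 prior degrees of freedom. With 2 arrays per genotype, the number of arrays limits the precision.

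The procedure was tested on simulated data for the comparison of op with wild type, over 30376 probes with 200 changed. It called 48.5% of 66 probes changed by 2 on the log2 scale, 91.0% of 67 changed by 4 and 98.5% of 67 changed by 6. Of 164 calls, 5 were of unchanged probes, and 0 were made with no change simulated. The simulated spread was drawn from the prior that limma fitted, and was equal in both genotypes. In the data, the SD of the log2 difference between replicates was 0.69 in op and 0.36 in wild type. The simulation therefore cannot give the rate of false calls under such unequal spread.

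Gene names came from the rows of Table S3 used, by human homology, and from the RefSeq table of the assembly ASM3026992v2 for the DJ-1 gene alone. Each probe was reported on its own. The text names the genes the paper names, the purine metabolism and antioxidant lists, and the 10 largest fitted rises and 10 largest fitted falls among called probes whose op arrays lay on the same side of both wild-type arrays. Of probes with no name, at most 2 rises and 2 falls are printed by ID. The ST14 probe and the probes of op replicate 2 were chosen after their values were seen.

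The design assumed a mean spot signal for the normexp correction, and the median spot signal was used in its place, with an offset of 50. The alternatives were normexp, quantile and median scaling, the deposited normalized values, other filters on dim probes and flags, a trend and robust fit, a replicate block, the methods' t-test, an actin reference and leaving out each array. No scaling between arrays and array weights were added after seeing the data. A test of chromosome 23 genes was not run, because the probes were not matched to chromosomes here. No set test was run on the purine list, because Table S3 was used in part. Each per-sample value column of the deposited normalized table was used. Some results on named genes are not reported here.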

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

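All tests of an explanation in this part were chosen after the result was seen. These results lie outside the genes the paper discusses and are differences between op and wild type in the array data. Probe Ka25310_988 had a fitted log2 difference of -9.05 and probe Ka14727_296 one of 7.20, the largest fitted fall and rise among called probes. The first rests on op signal that was not well above background, so only its bound of at least 124-fold lower is meaningful. A sequence variant under the 60-mer cannot be told apart from a change in expression for either, because 0 other probes of the same EST were tested. Array by array, the values were disjoint between the genotypes, which was a condition for listing a probe and so is no separate support. Without each array in turn, Ka14727_296 stayed between 6.90 and 7.50, and with normexp it was 5.85. With normexp the fitted fall of Ka25310_988 was -4.33, less than the -6.36 of Ka20398_462. The offset of 50 in normexp shrinks the difference of a dim probe, so this order does not speak against the bound. Ka25310_988 and Ka14727_296 both lost their call under the methods' t-test after adjustment and with no filter on dim probes. A difference in expression between the genotypes stays open, as it was not tested by other means.

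Probes Ka02504_911 and Ka02504_871 of ALPL, named by homology with a human alkaline phosphatase, were higher in op by 4.24 and 4.31. The probes move together, but their IDs lie 40 apart, under the probe length of 60, so they may overlap. A variant under both therefore cannot be told apart from a higher expression. That the number in an ID is a position in the EST is an assumption. Over the alternatives, Ka02504_911 ran from 3.55 to 4.34 and Ka02504_871 from 3.16 to 4.56. Ka02504_871 lost its call without wild type replicate 2 (limma adjusted p = 0.0526), and its adjusted p ran from 0.00431 to 0.277 over the alternatives.

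Probe Ka01466_777 of ST14 was lower in op by -3.48 (limma adjusted p = 0.0460), and over the alternatives its adjusted p ran from 0.0116 to 0.306. It lost its call without wild type replicate 1 (0.0671) or 2 (0.0829). It was singled out after its values were seen. The other probe of the same EST, Ka01466_1015, differed by -0.11 and lies 238 away in ID. This is consistent with a sequence variant under one 60-mer as the source of the difference, and a difference in transcript form between op and wild type stays open, as it was not tested.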

How the results depend on the processing

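Settings with no scaling between arrays and with array weights were chosen after seeing the data, and the others before the data were examined. The count of probes past an adjusted p of 0.05, which was 96 with 43 higher and 53 lower in op, depended most on the processing. With normexp it was 414 (301 higher, 113 lower, 64 of them shared with the 96), and with quantile normalization 15 (5 and 10, all 15 shared). A filter that kept probes well above background on all 4 arrays gave 54, of which 23 were lower, with all 54 shared. Among the 96, this filter leaves out 28 probes not well above background on either op array. It also leaves out 12 not well above background on either wild-type array. With no filter on dim probes the count was 0 (0 and 0), with 5133 probes at an unadjusted p under 0.05. The trend and robust fit gave 464 (310 and 154, 88 shared). The methods' t-test gave 4213 at an unadjusted p under 0.05 (2064 and 2149), where limma gave 5670, and 0 (0 and 0) after adjustment. No scaling between arrays gave 45 (12 and 33, 43 shared) and array weights 55 (28 and 27, 55 shared). Where a cause is not named, the cause was not tested. The share of calls higher in op was 44.8%, against 72.7% with normexp, 33.3% with quantile normalization and 26.7% with no scaling.

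Leaving out each array in turn gave between 33 and 2413 probes, from 22 to 1583 higher and from 10 to 1009 lower. Without op replicate 1 or 2 it was 2413 or 2366, each with all 96 among them. The spread then came from the wild-type arrays alone, whose replicates differ less. Without wild type replicate 1 or 2 it was 56 or 33, with 35 and 17 of the 96 shared. Replicate numbers do not mark a shared animal or batch, and the correlation of same-numbered deviations was -0.030. With a replicate block the count was 715 (541 and 174), with all 96 among them.

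The DJ-1 probe Ka01359_725 kept its direction and its side of the threshold in each alternative run, between 0.013 and 0.17 on the log2 scale, with adjusted p from 0.441 to 0.997. Without each array in turn it ran from 0.047 to 0.17. Ka01359_15 reversed to 0.14 with normexp and ran from -0.60 to 0.39 without each array in turn, and the cause was not tested. No setting put either past the threshold, but Ka01359_15 was too dim for a large fall to be detectable.

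The count of purine metabolism probes past the threshold was 0, and 1 with normexp and from 0 to 4 without each array in turn. The median of the actin probes was 0.067, and became -0.027 with a shift to the median, -0.029 with no scaling and -0.059 to 0.17 without each array in turn. The clustering measure was 0.0137, and it was 0.0086 with normexp, 0.0060 with no filter on dim probes, 0.0103 with probes above background on all arrays and 0.0049 to 0.0248 without each array in turn. With the deposited values it was 0.585, since a centre per probe takes out the level that all arrays share. The median difference of the Table S3 ratios was -0.096 and lay between -0.13 and -0.059 without each array in turn. It was -0.087 with normexp and -0.065 with quantile normalization, and it nearly vanished with a shift to the median, at -0.0016, and with no scaling, at -6.1e-05.

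Among single probes, GART Ka00200_661 reversed to 0.019 with normexp and ran from -0.15 to 0.12 without each array in turn. Other probes also reversed without 1 array. They were NT5C2 Ka01979_531, from -1.29 to 0.082, PGM1 Ka01272_688, from -0.0056 to 0.59, GSTO1 Ka01216_827 and Ka01216_867, from -0.41 to 0.62 and from -0.30 to 0.62, PRDX2 Ka00240_1 and Ka00240_411, from -0.27 to 0.064 and from -0.34 to 0.20, and PRDX4 Ka01489_800, from -0.16 to 0.0033. TXN Ka02623_643 was -7.5e-04 with quantile normalization, -0.027 with a shift to the median, -0.028 with no scaling and from -0.0081 to 0.14 without each array in turn. The causes were not tested. Of the other values of single probes, 552 kept direction and side of the threshold, 26 lost their call and 13 gained one.

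The pathway genes other than DJ-1, the other nodes of Fig. 2A and the chromosome 23 genes were not run. Signal over background limits the dim probes, and of the called probes 28 were not well above background on either op array and 12 on either wild-type array, so their differences are bounds.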

Differences from the paper's values

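For the sequences behind the probes, the paper's value is 17615 ESTs, and the files hold 34631 sequence IDs. The paper states 5 samples per genotype for the arrays, and 2 arrays per genotype were used here. It also states that 2 samples of each genotype were put on a single slide for screening, which equals the number used here. No alternative bears on these 2 values.

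For DJ-1 mRNA in testis relative to wild type, the paper's qRT-PCR value is about 0.03 in Fig. 2C, read by eye, on separately prepared RNA. The ratio of op to wild type was 1.08 on Ka01359_725 and 0.930 on Ka01359_15. None of the alternatives set before the data were examined brought Ka01359_725 within the paper's value, and they gave from 1.01 to 1.13. Ka01359_15 ran from 0.659 to 1.31, with none of them within the paper's value either. Its wild-type signal of 11.8 was close to the lowest signal well above background, 8.12 to 10.8 over the arrays, so this probe could not have shown a fall of that size.

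The legend of Fig. 2 describes the screened genes as lower in op, and the DJ-1 probe Ka01359_725 did not pass the threshold, at 0.11 on the log2 scale. Ka01359_15, at -0.10, was too dim to show a large fall. Table S3 is described as a ratio between wild type and op, and in the 1999 rows used a positive value was higher in op. On its unscaled scale the paper's ratio for Ka01359_725 is 0.015, and the value here is 0.013.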

Other observations

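The tests of an explanation in this part were all chosen after the result was seen. The other 2 ways of splitting the arrays 2 against 2 gave 0 calls together with limma, with 267 and 373 probes at an unadjusted p under 0.05, so an array swapped between the genotypes is argued against. Chance cannot be excluded by splits in a design this small.

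Of the 96 called probes, 44 from 35 ESTs had a second tested probe of the same EST. This second probe moved to the same side by at least 2-fold for 39. An EST with both probes called is counted from each side, so these counts are not of separate ESTs. Where the IDs lie at least 60 apart, the second probe moved in this way for 17 of 20 called probes. This argues against a sequence variant under a single 60-mer for those 17. A variant stays open for the others and for the 52 called probes with no second probe.

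The array of op replicate 2 had 80 probes, from 64 ESTs, over 8-fold below each of the other arrays, against 32 for op replicate 1 and 9 and 12 for the wild-type arrays. The pattern was noticed after looking at 5 sizes of gap. These probes held 0.0136% of the summed signal on this array and 1.64% to 2.00% on the others. A local defect on the array is argued against, since the most in one of 16 areas was 9 (permutation p = 0.7125 over 10000 draws). A lower sensitivity is argued against, since 31632 probes were well above background on it, within the range of the other arrays. Of 23 ESTs with a second tested probe, 16 had both probes over 8-fold lower. The probe IDs lie at least 60 apart in 14 of the 23, of which 8 had both probes over 8-fold lower, which argues against a sequence variant under one 60-mer for those 8. In another 8 ESTs both fell but the IDs lie under 60 apart, so a sequence variant under both overlapping probes cannot be told apart. A variant also stays open for the ESTs where one probe fell and for those with 1 tested probe. RNA of another tissue was not tested, because 0 of the probes had a name in the rows of Table S3 used. A difference between the larvae behind the op replicates stays open and untested. On the same array, probes of CHIA, ARSB, PNLIPRP1 and LIPM were over 4-fold above each other array, with ARSB Ka01767_716 at 0.35 against -2.45 on op replicate 1. They were singled out after their values were seen.

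The DJ-1 probe Ka01359_725 was not lower in op, and 3 explanations were tested. The reference used for scaling the arrays is argued against, since the difference relative to the mean of the actin probes was 0.022. Those probes are actin by homology, and the actin gene of the qRT-PCR was not matched to a probe. A dim or saturated probe is argued against, since its signal lay at the 97.3rd percentile of tested probes and was saturated on 0 arrays. A probe of another homolog under the PARK7 name cannot be told apart, because 1 EST carries that name in the rows used. Falls as deep as an op value under 0.05 of wild type were fitted for 27 tested probes (0.0889%).

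The centre of the deposited normalized values lay outside the range of the 4 arrays for 12.2% of probes. This is consistent with a centre taken over more arrays than these 4. No mean or median of any of the 15 subsets of the arrays matched it for more than 5.87% of probes.

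Of the antioxidant list, 13 probes of 6 genes were tested, 9 higher and 4 lower in op. None passed the threshold in limma (0, with 3 at an unadjusted p under 0.05 and 0 adjusted over the list alone). The largest difference was 0.99 for CAT Ka02630_314 (adjusted p = 0.301), which was 1.56 without op replicate 2 (adjusted p = 0.0211) and 0.41 without op replicate 1 (adjusted p = 0.162), and its adjusted p ran from 0.0211 to 0.854 over the alternatives. GSTZ1 Ka02383_690 was 0.77 higher (adjusted p = 0.154). Without op replicate 1 its adjusted p was 0.0427, within a range of 0.0427 to 0.751, and that of the other GSTZ1 probe, Ka02383_650, was 0.0405, within a range of 0.0405 to 0.791. TH was not analysed here.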
